A study of Mus musculus with 3 samples.

How the data were processed

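Single-cell RNA libraries of sorted CD45+ cells were made with the Chromium Single Cell 3′ kit version 3, per the labels' protocols. The deposited files hold raw UMI counts per gene row and cell barcode, written by Cell Ranger 6.0.0 per the file headers, with no normalization. The authors' matrices list 32285 gene rows and the barcodes called as cells. The lowest total of a listed cell was 500 UMIs in both tumor libraries and 501 in Trp1 lymph node. The genome build and annotation are not stated, and rows are not paired with gene names in the files used here, so gene rows are given by number and the 13 marker lists fixed in advance could not be applied. Each file belonged to 1 of the 3 samples, and groups were taken from the treatment and tissue labels.

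The comparisons, filters, definitions of node-dominated clusters and of named gene rows, and most alternatives were chosen before the data were examined. Exceptions are the profile families, everything computed within them, the share of the largest Trp1 tumor cluster and the rule for rows present in some libraries and nearly absent from others. These were chosen after the clusters had been seen. Because each group is 1 library, library, animal, preparation and treatment cannot be separated, cells were not used as replicates, and no p-value was computed.

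Cells with at least 500 UMIs and 200 detected gene rows were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its own threshold marked 3 cells of PBS tumor (0.037%), 1 of Trp1 tumor and 381 of Trp1 lymph node (3.05%), so it did not work in the tumor libraries. The highest-scoring barcodes were removed instead at a fixed rate of 0.8% per 1000 barcodes, that is 6.43% in PBS tumor, 3.07% in Trp1 tumor and 10.0% in Trp1 lymph node. This left 7451, 3686 and 11188 cells for clustering and summed counts. Depth and gene rows per cell of whole libraries were computed before doublet removal. Gene rows per cell within families, and their means weighted by clusters or families, were computed after it. Doublets that score low remain, and the removal rate is an assumption that takes more cells from larger libraries.

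Counts were scaled to 10000 per cell and log-transformed, 2000 variable gene rows were selected, and 30 principal components were computed. A graph of 15 exact nearest neighbours was divided by the Leiden method at resolution 0.5 (python-igraph 0.11.9). Libraries were clustered together without integration, since library and group are the same. Families were formed by average linkage on 1 minus the Pearson correlation of summed cluster profiles, on log2(CPM + 10) over rows at 50 CPM or more in at least 1 cluster, divided into 3. Family A is the one with most Trp1 tumor cells.

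Thinning drew UMIs without replacement to 1000 per cell. Shares carry exact Clopper-Pearson intervals and summed counts exact Poisson intervals at 95%, and a count of 0 is given with the limit of 3 counts. These intervals leave out variation between animals and preparations. Log2 ratios of summed counts used CPM + 0.5 over rows with at least 10 CPM in the mean of 2 libraries, or 50 CPM within families, and CPM + 1 for named rows, which needed at least 100 CPM in 1 tumor library. The offset shrinks ratios of rows near 0. The Poisson value was simulated from pooled rates. The free RNA share in family A of PBS tumor was estimated over rows that the other PBS tumor cells held at 100 CPM or more and family A of Trp1 lymph node at under 1/20 of that. TMM factors came from edgeR 4.0.16 in R 4.3.3 and were used only as a scaling alternative.

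The log2 ratios were tested on simulated counts for Trp1 tumor against PBS tumor over 6530 gene rows with 200 rows changed, and 100% of these were recovered within 0.5 on the log2 scale. For Trp1 tumor against Trp1 lymph node, over 7213 rows, 100% were recovered too. Clustering was tested on 8000 real cells over 32285 gene rows, where 25% of a set of PBS tumor cells was exchanged for lymph node cells. The expected difference in node-dominated share was 22.5 points and the one found was 23.3. The exchanged cells came from the reference lymph node library, and the expected value from the same clustering. This checks the computation only. It does not show that node-like cells of a tumor library would be found. Alternatives varied the cell filter, doublet removal, thinning, variable gene rows, principal components, resolution, random seed, cells per library, gene filter and scaling.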

Results

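CD45+ cells were profiled by single-cell RNA sequencing in mice bearing B16F10 melanoma, a transplantable mouse melanoma line. CD45 is a surface protein of blood-derived cells, so the sort on CD45 set which cells entered every library. Mice received naive Trp1 CD4+ T cells, or PBS (phosphate-buffered saline) without cells as the control, and cells were collected 8 days later. The 3 libraries were PBS tumor, Trp1 tumor and Trp1 lymph node (the draining lymph node of mice given Trp1 cells), with 1 library per group. There were no replicates, so no test between groups was possible, and all intervals below cover counting error only.

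The PBS tumor library held 8031 cell barcodes and 96427216 UMIs (unique molecular identifiers, each counting 1 captured RNA molecule). Trp1 tumor was the smallest library, with 3817 barcodes and 26244170 UMIs. Trp1 lymph node held 12508 barcodes and 147604396 UMIs. A filter of at least 500 UMIs and 200 detected gene rows per cell left 7967, 3803 and 12440 cells. The median cell of PBS tumor had 11456 UMIs (95% order-statistic interval 11288 to 11635), that of Trp1 tumor 4715 (4601 to 4837) and that of Trp1 lymph node 8042.5 (7932 to 8155). Of the alternatives tried, removing doublets moved the PBS tumor median most, to 10997, and the order of the libraries did not change. Median detected gene rows per cell were 2577 in PBS tumor, 1071 in Trp1 tumor and 2284 in Trp1 lymph node.

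Because depth differed, each cell was thinned to 1000 UMIs before gene rows per cell were compared. Cells below that depth were left out, 111 in PBS tumor, 113 in Trp1 tumor and 230 in Trp1 lymph node. At equal depth the median cell had 554 detected gene rows in PBS tumor (interval 552 to 556), 411 in Trp1 tumor (408 to 413) and 559 in Trp1 lymph node (557 to 560). The ratio of medians was 0.742 for Trp1 tumor over PBS tumor, against 0.416 at full depth, and 0.735 for Trp1 tumor over Trp1 lymph node, against 0.469. Thinning to 2000 UMIs moved the first ratio most, to 0.716.

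**Figure D1:**
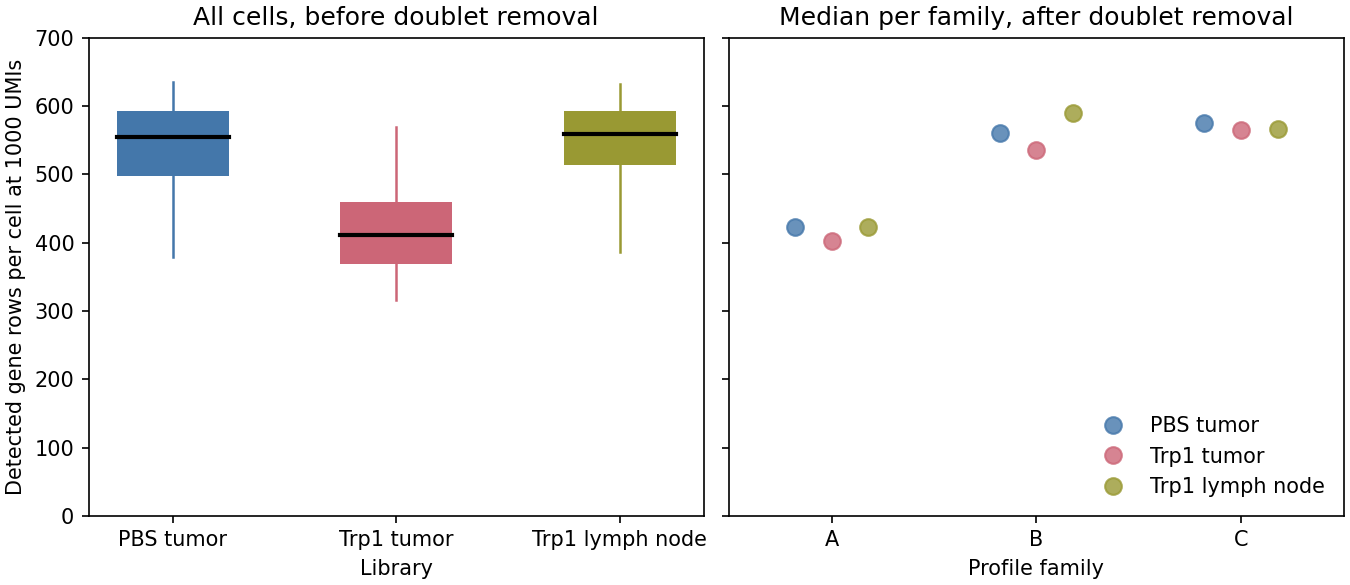
Detected gene rows per cell after thinning to 1000 UMIs, for each library (left: black line, median; box, quartiles; thin line, 5th to 95th percentile over cells; before doublet removal) and as medians within profile families (right: 1 point per library; after doublet removal). Trp1 tumor had a median of 411 against 554 and 559 in the other libraries, while within family A the medians were 403, 422.5 and 423.

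The first comparison was between the tumors of mice with and without transferred Trp1 cells. Clustering the 22325 cells that remained after doublet removal, with all libraries together and no batch integration, gave 17 clusters. The files used here do not pair gene rows with gene names, so clusters are given by number and no cell types are named. With 1 library per group, a cluster that comes mostly from 1 library may be that library and not a cell type.

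Cluster 2 held 3319 of 3686 Trp1 tumor cells, or 90.04% (exact binomial interval 89.03 to 90.99). The same cluster held 32 of 7451 PBS tumor cells, or 0.429% (0.294 to 0.606), and 0.179% of Trp1 lymph node cells. PBS tumor cells lay mainly in cluster 3 with 36.8% (35.7 to 37.9), cluster 6 with 19.96% (19.06 to 20.88), cluster 10 with 12.3% (11.6 to 13.1), and clusters 5 and 9 with 11.1% each (10.4 to 11.8). Clusters 3 and 6 held 0 of 3686 Trp1 tumor cells, which allows a share of up to 0.0814%. Cluster 15 held 183 Trp1 tumor cells, 4.96% of that library (4.29 to 5.72). It held 0 of 7451 PBS tumor cells, which allows up to 0.0403%, and 0 of 11188 Trp1 lymph node cells, which allows up to 0.0268%.

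**Figure D2:**
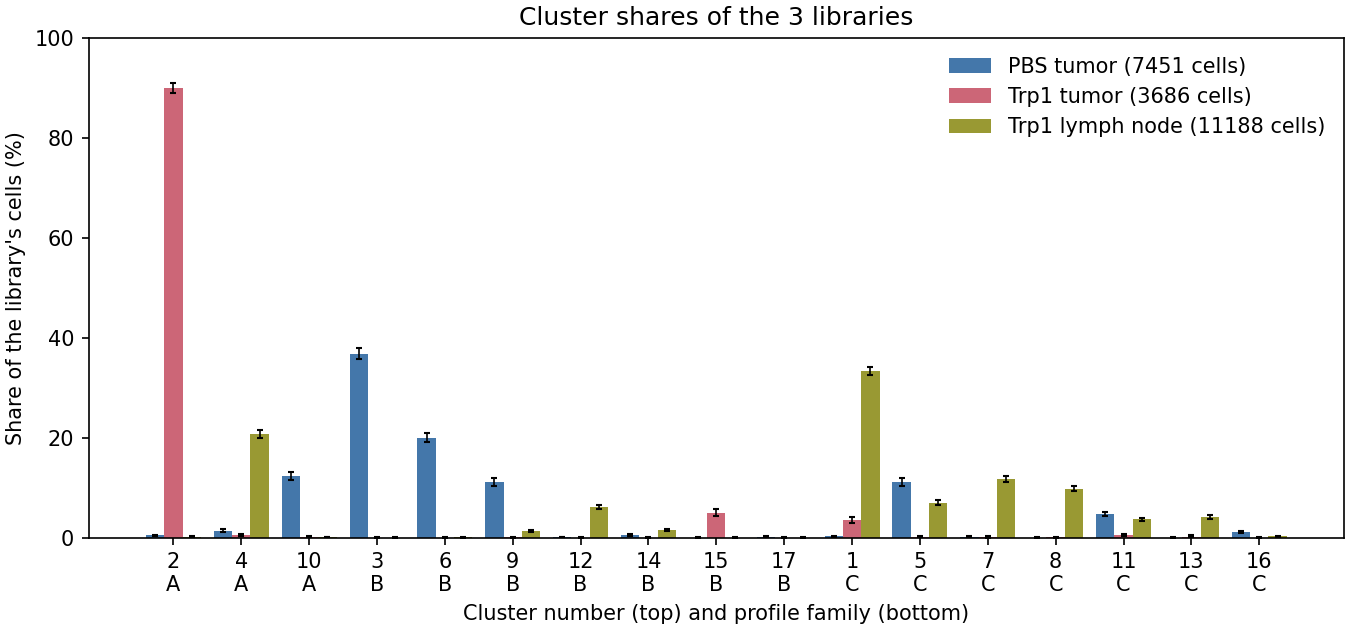
Share of each library's cells in each of the 17 clusters, in percent, ordered by profile family. Bars are the 3 libraries and error bars are exact 95% binomial intervals, which cover counting error only; 90.04% of Trp1 tumor cells lay in cluster 2, and 36.8% of PBS tumor cells in cluster 3.

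The total variation distance between cluster shares is 0 for identical composition and 100 percentage points for libraries with no cluster in common. It was 98.1 between Trp1 tumor and PBS tumor. Across the alternatives it ranged from 97.2, with 15 principal components, to 99.03, with at least 1000 UMIs and 500 gene rows per cell. Between 2 random sets of PBS tumor cells, clustered together with lymph node cells, it was 5.02 points.

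Such a distance counts similar clusters as fully different, so the clusters were also joined into families by the correlation of their summed profiles. This step was chosen after the clusters had been seen. Family A held clusters 2, 4 and 10, which joined each other at an average-linkage r of 0.787 or higher and the other clusters at an average of 0.478. Single pairs overlapped. Clusters 2 and 4 of family A correlated at r = 0.739, and cluster 10 correlated with clusters 3 and 15 of family B at r = 0.758 and 0.736. The line between families B and C was less clear, since the last join inside a family was at r = 0.669 and families B and C joined at r = 0.649. The correlations are across 5601 gene rows, which are not independent replicates.

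Family A held 90.6% of Trp1 tumor cells (89.7 to 91.6) and 14.1% of PBS tumor cells (13.3 to 14.9), a difference of 76.6 percentage points. Thinning every cell to 1000 UMIs before clustering moved that difference most, to 74.3. Family B held 4.99% of Trp1 tumor cells (4.31 to 5.75) and 68.6% of PBS tumor cells (67.6 to 69.7). Family C held 4.37% of Trp1 tumor cells (3.73 to 5.08) and 17.3% of PBS tumor cells (16.4 to 18.2). The shares of families B and C in PBS tumor depended on the clustering, with 61.03% to 74.2% in B and 11.6% to 25.9% in C across the alternatives. Within family A, Trp1 tumor cells lay mainly in cluster 2 and PBS tumor cells mainly in cluster 10. The profile of Trp1 tumor cells in cluster 2 was closest among PBS tumor profiles to cluster 10, with r = 0.899 across 6993 gene rows. Trp1 tumor cells in cluster 15 were closest to PBS tumor cluster 3, with r = 0.864.

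**Figure D3:**
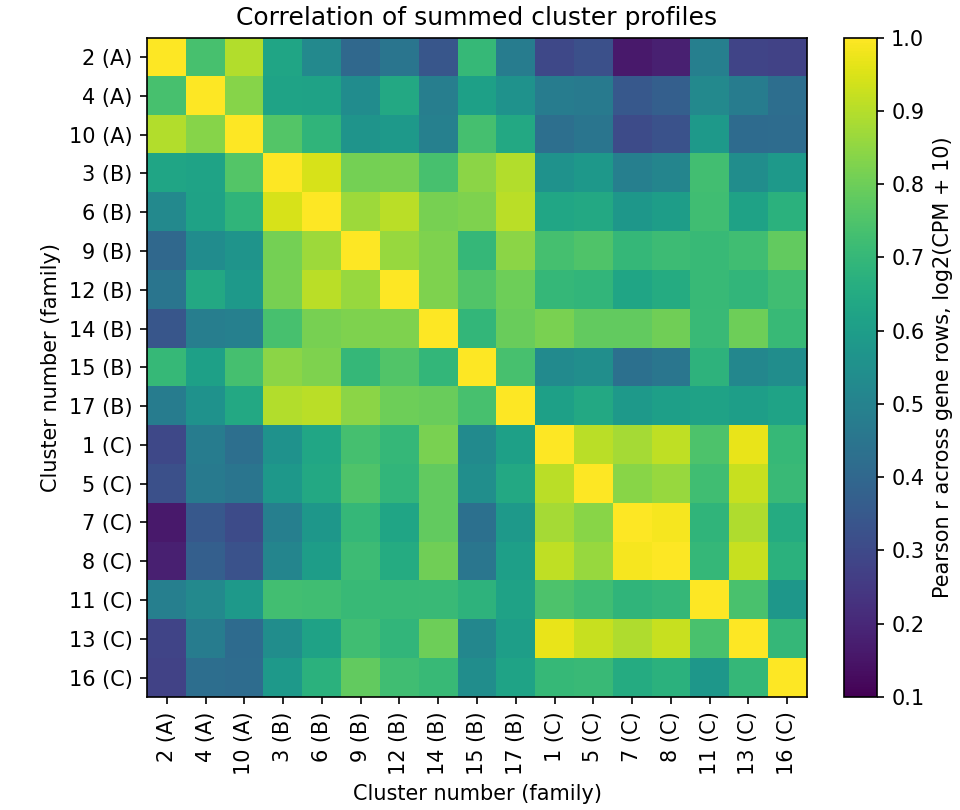
Pearson correlation of the summed profiles of the 17 clusters, on log2(CPM + 10) across gene rows, with clusters ordered by family on both axes. Clusters 2, 4 and 10 form family A, which joins the other clusters at an average r of 0.478; cluster 10 correlates with cluster 3 of family B at r = 0.758, above the 0.739 between clusters 2 and 4.

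The second comparison was between tumor and draining lymph node of mice that received Trp1 cells. Trp1 lymph node cells lay mainly in cluster 1 with 33.3% (32.4 to 34.2), cluster 4 with 20.7% (19.997 to 21.509) and cluster 7 with 11.7% (11.1 to 12.3). The distance to Trp1 tumor was 94.9 percentage points. With 4000 variable gene rows it rose to 96.5. Family A held 21.1% of Trp1 lymph node cells (20.3 to 21.8), 69.6 points less than in Trp1 tumor. Family C held 69.9% (69.0 to 70.8) and family B 9.04% (8.51 to 9.58). Without doublet removal these were 77.8% and 3.46%. PBS tumor and Trp1 lymph node were 85.0 points apart, and the alternatives all gave a larger distance, from 85.4 to 90.2.

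Clusters whose lymph node share was at least the larger of their tumor shares were called node-dominated, and 7 of the 17 clusters met this rule. They held 156 of 3686 Trp1 tumor cells, or 4.23% (3.61 to 4.93), and 173 of 7451 PBS tumor cells, or 2.32% (1.99 to 2.69). Trp1 tumor was thus 1.91 points higher, but this direction depended on the rule. When a lymph node share of at least 0.5 times the larger tumor share was enough, the difference was -13.3 points, since the PBS tumor share rose to 18.1%. With 4000 variable gene rows the difference was 0.181 points.

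Neighbourhoods gave a comparison without cluster boundaries. With 3000 cells drawn per library, the 50 nearest neighbours of a Trp1 tumor cell came on average 96.5% from Trp1 tumor, 2.85% from Trp1 lymph node and 0.692% from PBS tumor. With 150 neighbours the lymph node share was 3.85% and the PBS tumor share 1.44%. For PBS tumor cells, 92.6% of neighbours came from their own library, 5.97% from Trp1 lymph node and 1.46% from Trp1 tumor.

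Counts were then summed over the cells of each library. The sums held 83781281 UMIs in PBS tumor, 24693058 in Trp1 tumor and 121408853 in Trp1 lymph node. The 50 most abundant gene rows took 46.9% of UMIs in Trp1 tumor, 28.3% in PBS tumor and 27.5% in Trp1 lymph node. Over 6199 gene rows with at least 10 CPM (UMIs of a row scaled to a common library total) in the mean, the median absolute log2 ratio between Trp1 tumor and PBS tumor was 1.35, against 0.03 from Poisson counting alone. The median gene row was lower in Trp1 tumor, at a log2 ratio of -0.83. Scaling with TMM factors moved this median to -0.10 and the absolute value to 1.14. Across gene rows the correlation was r = 0.887 (Spearman rho 0.893). Between Trp1 tumor and Trp1 lymph node the median absolute log2 ratio was 1.81 over 6706 gene rows, with r = 0.816 and rho 0.858. The median row was at -1.16, and at -0.14 with TMM factors. PBS tumor and Trp1 lymph node differed by 0.64, with r = 0.912.

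The planned comparison within clusters could not be made. No cluster held 100 cells of both tumor libraries, and the largest smaller side was 32 cells. Within families, which were defined after the clusters had been seen, the median absolute log2 ratio between Trp1 tumor and PBS tumor was 0.76 in family A, 0.71 in family B and 0.50 in family C. Poisson counting alone gave 0.04, 0.05 and 0.07. The cells compared lay in different clusters in each of the families, mainly cluster 2 against cluster 10 in A, cluster 15 against clusters 3, 6 and 9 in B, and cluster 1 against clusters 5 and 11 in C. TMM factors moved the family A value most, to 0.997.

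Gene rows were singled out by a rule of size fixed in advance, as the 2 rows at each end of the log2 ratio of CPM + 1 between the tumor libraries. Row 31061 had 5693 counts in Trp1 tumor (231 CPM, exact Poisson interval 225 to 237) and 4 counts in PBS tumor (0.048 CPM, 0.013 to 0.122), a ratio of 4829 (1885 to 17729). Row 26667 was at 645 CPM (635 to 655) in Trp1 tumor and 3.19 CPM (2.82 to 3.59) in PBS tumor. Row 12270 was at 17.6 CPM (15.96 to 19.31) in Trp1 tumor and 13827 CPM (13802 to 13852) in PBS tumor. Row 20122 had 1 count in Trp1 tumor (0.040 CPM, 0.0010 to 0.226) and 25783 counts in PBS tumor (308 CPM, 304 to 312), a ratio of PBS tumor over Trp1 tumor of 7599 (1364 to 300159). Relative to the median gene row the log2 ratios were 8.60, 8.09, -8.72 and -7.40. Their directions were the same with TMM factors and with equal weight per cell. In family A alone, row 31061 had 0 counts in PBS tumor, which allows up to 0.831 CPM, and 206 CPM in Trp1 tumor, and row 26667 had 62.6 and 771 CPM. Row 20122 had 53.4 CPM in PBS tumor and 0.048 in Trp1 tumor, and row 12270 had 375 and 15.4 CPM. Free RNA of the other PBS tumor cells may add to such levels. Over 120 rows used to estimate it, family A held a median of 4.33% of the level of the other cells, with quartiles of 2.28% and 13.03%. These rows were chosen as low in family A of Trp1 lymph node, which lay mainly in cluster 4. Family A of PBS tumor lay mainly in cluster 10. Rows that cluster 10 expresses itself would give the same values, so the share may not be free RNA alone. Row 12270 was at 2.60% of its level in the other cells, 14433 CPM, within these quartiles, so it could not be told from background and no direction is read from it in family A. Row 20122 was at 16.7% of 319 CPM, above the upper quartile, which does not exclude background either, since the share differed between rows.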

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

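Alternatives for the profile families, for the levels of rows in family A and for the largest Trp1 tumor cluster were chosen after the data had been seen. Of the values that answer a comparison, 78 recomputed ones lay within an interval around the reported value, without 4 that another number of families could not change. Another 36 lay outside it with the same direction, and 1 reversed. The intervals were binomial for shares and their differences, and order-statistic for medians over cells or gene rows and their ratios. Distances and neighbour shares were treated as if they were shares of cells. Gene rows are not independent replicates, so this tally is rough. The cause of these moves was not tested except where named.

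The difference in node-dominated share, 1.91 points, reversed to -13.3 when a lymph node share of 0.5 times the larger tumor share was enough, because clusters 5 and 11 then counted. It was 0.519 at resolution 1, 2.74 after thinning to 1000 UMIs, 3.66 with at least 1000 UMIs and 500 gene rows, and 0.181 with 4000 variable gene rows. Its size was therefore not settled.

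The distance between Trp1 tumor and PBS tumor was 98.5 without doublet removal, 99.03 with the stricter cell filter, 97.3 with no cell filter and 97.2 with 15 principal components. For Trp1 tumor against Trp1 lymph node it was 94.0 at resolution 0.25, 93.5 with no cell filter, 96.5 with 4000 variable gene rows and 93.8 with 3000 cells per library. The family A difference to PBS tumor was 74.3 points after thinning, and the one to Trp1 lymph node 71.1 without doublet removal. Under the other clustering alternatives both stayed within counting error, as did the difference in the largest Trp1 tumor cluster. Dividing the same tree into 2 or 4 families leaves family A as it is, so this shows nothing about its stability. Shares of families B and C were less stable. Family B of PBS tumor, reported at 68.6%, ranged from 61.03% without doublet removal to 74.2% at resolution 0.25, and family C, reported at 17.3%, from 11.6% after thinning to 25.9% without doublet removal. In Trp1 lymph node family B ranged from 3.46% without doublet removal to 11.98% with no cell filter, and family C from 67.2% with no cell filter to 77.8% without doublet removal. In Trp1 tumor they ranged from 4.99% to 6.65% and from 3.84% to 5.05%. PBS tumor and Trp1 lymph node, reported at 85.0 points, were 85.4 to 90.2 apart under the alternatives, so the reported distance is the lowest. Neighbours from PBS tumor were 1.44% at 150 neighbours. Those from Trp1 lymph node were 2.20% at 15 neighbours, 3.85% at 150 and 3.86% after thinning.

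Median UMIs per cell with at least 1000 UMIs and 500 gene rows were 11648 in PBS tumor, 4866 in Trp1 tumor and 8167 in Trp1 lymph node, which follows from dropping shallow cells. Without doublets they were 10997 in PBS tumor and 7570.5 in Trp1 lymph node. The ratio of gene rows per cell to PBS tumor was 0.752 at 500 UMIs and 0.716 at 2000, and that to Trp1 lymph node 0.745 and 0.704.

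The summed profiles of Trp1 tumor and PBS tumor differed by 1.30 with rows from 1 CPM and 1.14 with TMM factors. Trp1 tumor and Trp1 lymph node differed by 1.92 from 50 CPM, 1.75 from 1 CPM, 1.49 with TMM factors and 1.71 with equal weight per cell. Within families, TMM factors gave 0.997 in A and 0.753 in B, and resolution 1 gave 0.56 in C. In family A, TMM factors also reversed the median log2 ratio of rows at 10 to 50 CPM from -0.59 to 0.23, and that of rows above from -0.06 to 0.78, since they rescale all rows of a library alike. The alternatives planned within clusters gave no value, since no cluster held 100 cells of both tumor libraries at either resolution. The same 4 gene rows were picked from 50 CPM, with TMM factors and with equal weight per cell. Depth limits the Trp1 tumor library most, with 24693058 UMIs in the sums and 345 cells outside family A. No paired analysis was possible because each group has 1 library.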

Other observations

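The tests on rows present in some libraries and nearly absent from others were chosen after part of their values had been seen, and the division of these rows by library after all of them. Tests on family A concern a grouping made after the clusters had been seen, and the test on rows at 10 to 50 CPM followed the shift it concerns, though each was written down before its own result, except the step at the quartiles of the free RNA share, which was added after the result at the median. With 1 library per group, treatment, animal and preparation stay open as explanations of every pattern below.

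Trp1 tumor held 90.6% of its cells in family A, against 14.1% in PBS tumor. Lower depth did not account for this difference of 76.6 points, which stayed at 74.3 when every cell was thinned to 1000 UMIs before clustering. It was 76.7 without doublet removal and 77.3 when cells needed at least 1000 UMIs and 500 gene rows. Neither the removed doublets nor cells below those limits therefore accounted for it. Doublets that score low were not tested. Free RNA of the abundant cells was tested with the 20 rows that led cluster 2, chosen without the Trp1 tumor cells outside family A. In those 345 cells the rows reached 1.62% of their cluster 2 level, below the 50% set as the criterion. This decides nothing, because the cells were placed outside family A by their profiles, and even family A of PBS tumor held the rows at 32.4% of that level. Free RNA therefore stays open. A candidate explanation is a change in the makeup of tumor CD45+ cells after transfer, but a difference between animals or in how 1 tumor was dissociated and sorted was not tested and could give the same shares.

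The lower number of gene rows per cell in Trp1 tumor was in part a matter of depth, since the ratio of medians to PBS tumor rose from 0.416 at full depth to 0.742 at 1000 UMIs per cell. The gap that remained at equal depth was not explained by depth. Weighting the clusters of PBS tumor by the shares of Trp1 tumor brought the ratio of means to 0.975, within the 5% set in advance. That weighting used 94.7% of Trp1 tumor cells, for which the ratio without weights was 0.773, and it leans on 28 PBS tumor cells in cluster 2 that had 1000 UMIs. With families as weights, over all thinned cells left after doublet removal, the ratio went from 0.785 to 0.959. Different cluster shares may therefore account for most of the gap at equal depth.

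Different shares may account for a large part of the difference of summed profiles. With PBS tumor clusters weighted by their shares of Trp1 tumor UMIs, the median absolute log2 ratio was 1.01 against 0.45 from counting error. That value used 89.6% of Trp1 tumor UMIs and leans on 32 PBS tumor cells in cluster 2. Counting error leaves out variation between cells, so whether cluster shares account for the whole difference could not be decided. With families as weights the median absolute log2 ratio fell from 1.35 to 0.69, against 0.07 from counting error. Family shares alone thus did not account for the whole, but different clusters within a family remain in that value. A few abundant rows did not account for the whole difference either, because TMM factors left 1.14 of 1.35, although they moved the median row from -0.83 to -0.10.

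Within family A, the 2653 rows at 10 to 50 CPM had a median log2 ratio of -0.59 for Trp1 tumor over PBS tumor, while the 1955 rows above that had -0.06. With TMM factors the medians were 0.23 and 0.78, so the direction depends on the scaling. TMM applies 1 factor per library, so it says nothing about the gap between the groups of rows, which was -0.53. Free RNA of other cells in PBS tumor was tested by taking away 4.33% of the profile of those cells, a share estimated from 120 rows. The median of the lower rows was then -0.53 and the gap to the rows above -0.49, so this share of free RNA may explain a small part of the gap. The share differed between those rows, with quartiles of 2.28% and 13.03%. Expression of those rows by family A itself would raise it, so it may not be free RNA alone. At the upper quartile the median of the lower rows was -0.34 and the gap -0.39, so free RNA may explain more of it, though neither quartile removed it as a whole. No biological explanation was tested.

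The small difference of 1.91 points in node-dominated share kept its direction after thinning, at 2.74 points, and without doublet removal, at 2.03 points. This speaks against depth and the removed doublets as its whole cause. Its dependence on the definition of node-dominated clusters leaves open whether there is a difference to explain.

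Some gene rows were present in both Trp1 libraries and nearly absent from PBS tumor, or the reverse. A row counted when it had at least 10 CPM where present and was at least 50 times lower where lacking. By this rule of size, 10 rows were present in the Trp1 libraries and 21 in PBS tumor. Depth was not tested apart from this rule. The minimum of 10 CPM already sets the expected counts where lacking, of which the smallest was 261, so that 0% of the rows were expected to hold under 3 counts. In the libraries that had them, only 2 of the 31 rows, or 6.45%, reached 10% of their level in each of the 3 families. Another 20 reached it in 1 family only. This shows where a row is active and not where a change lies, so it does not decide whether a change was confined to 1 family. Different shares of the families were tested within the family where a row was highest. All 10 rows present in the Trp1 libraries, or 100%, were at least 50 times lower there in PBS tumor, which speaks against family shares as their whole cause. Of the 21 rows present in PBS tumor, 11 were, or 52.4% (exact binomial interval 29.8 to 74.3). The limit of 50 times alone does not decide for that set. The other 10 rows all had their highest level in family B, and each was lower there in both Trp1 libraries. The lowest of them, row 3962, had 12.2 CPM in PBS tumor and at most 1.72 in a Trp1 library. The highest, row 30520, had 712 and at most 73.0 CPM. At equal levels, at least 29.2 counts of each row were expected where lacking. These levels argue against family shares as the whole cause for those 10 rows too, though shares may account for part. Different clusters within a family were not tested as the source. A difference in sex or strain was tested by rows present in every family of some libraries and absent from every family of the others. The same 6.45% met this pattern, below the 50% set for it. This decides nothing, since a difference in a few rows, or in rows active in 1 family only, would not reach 50% either. Animal and treatment also cannot be told apart with 1 library per group. Row 20122 was 1 of these 2 rows and passed narrowly, with 31.3 CPM in family C of PBS tumor against 308 CPM in that library. It had 25783 counts in PBS tumor and 1 count in each Trp1 library. Row 31061 fell short as narrowly, with 21.9 CPM in family C of Trp1 tumor against 231 CPM in that library, and had 4 counts in PBS tumor but 5693 and 5673 in the Trp1 libraries. The labels used here give no sex or strain.

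Between libraries, 42 pairs of cells shared a barcode, 4 of them between the tumor libraries. Their profiles had a median correlation of 0.514, within the central range of 0.414 to 0.540 of 100 random draws of pairs. Exchange of barcodes between libraries was therefore not detectable.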
